A study of Homo sapiens with 4 samples. Its data were reported in "CEBPG promotes acute myeloid leukemia progression by enhancing EIF4EBP1" (2021).

How the data were processed

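RNA was measured by RNA-seq in 4 libraries that the labels assign to NB4, a human acute promyelocytic leukemia cell line. The labels place 2 libraries in a control group with CEBPG present and 2 in a CEBPG knockdown group, with replicates numbered 1 and 2 in each. The knockdown label carries the number 3, which was read as the third of the CEBPG short hairpin RNAs (shRNAs) of the study. That reading is an assumption.

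Per the labels, libraries were made from total RNA with an Illumina TruSeq kit. In the study methods, filtered reads were mapped with HISAT and expression was calculated as FPKM (fragments per kilobase of exon, scaled to the mapped reads of the library). The authors deposited 1 table of FPKM values with 29265 entries, each a RefSeq transcript, and a column per library. The quantifier, the genome build and the annotation release were not stated. FPKM values carry no read counts, so the depth of each library was unknown and no interval from counting error could be given. Low values were examined for steps of whole reads: among 1491 genes with a single transcript and low values in both control libraries, the most common rounded ratio of the 2 libraries made up 1.41%, so whole reads could not be recovered. An FPKM value also depends on how reads were divided between transcripts of one gene, and on the total of mapped reads in its library, so a large change in abundant transcripts shifts all other values of that library.

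Of the 29265 entries, 183 held no value in any library and 164 had no gene symbol. The entries without a symbol held 0.250% of all FPKM and were left out. The other 28918 transcripts were summed to 16504 gene symbols, of which 10356 had 1 transcript and 6148 had 2 or more (at most 32). RefSeq accessions of 28706 entries (98.1%) were found in a RefSeq gene table. Genomic positions were taken from GENCODE release 44 on GRCh38 (hg38), and were used only for the location of genes and of the shRNA site, since the table itself gives no coordinates.

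Genes with a mean of at least 1 FPKM over the 4 libraries were tested. Values were transformed to log2(FPKM + 1), and the knockdown and control groups were compared in limma 3.58.1 under R 4.3.3 with a linear model, empirical Bayes moderation with a mean trend, 2-sided tests and Benjamini-Hochberg adjustment, without a block for the replicate number. A fold change on the log2(FPKM + 1) scale understates the change of low genes. The threshold of the study was read as an unadjusted p under 0.05 with an absolute log2 fold change over 1. It was counted beside an adjusted p under 0.05. The study does not state whether its P was adjusted, so that reading is an assumption. The design had assumed read counts and a quasi-likelihood count test. Because the table held FPKM, the test was changed to limma, which fits values on a log scale. Gene-level summing, the pseudocount for normalized values, both thresholds, the gene lists of the comparisons and the rule for naming genes were fixed before the data were examined. The filter at 1 FPKM and the mean trend were set once the unit was known.

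Gene lists were tested with camera at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 10 lists, and again with fry and with an estimated correlation. The lists were the 10 genes the study placed lowest and the 10 it placed highest in NB4, the same in MV4-11 (another acute myeloid leukemia cell line), and lists written from general knowledge for the ATF4 response, proliferation, apoptosis, myeloid differentiation, glycolysis and resistance to EGFR tyrosine kinase inhibitors (EGFR TKI). Over-representation of the last list among genes past the threshold of the study was tested by a 2-sided Fisher's exact test against all tested genes, with its conditional 95% confidence interval. The 8 genes the study measured by qRT-PCR were also adjusted as a list alone. The NB4 and MV4-11 lists were read from gene names in a figure of the study, and no values were taken from it. Named genes were CEBPG, EIF4EBP1, the other qRT-PCR genes, the CEBP family, and the 5 highest and 5 lowest log2 fold changes among genes with an adjusted p under 0.05, a mean of at least 10 FPKM (the rule had stated CPM) and groups that do not overlap. Of the members of a list, those with an adjusted p under 0.05 could be named.

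Marker lists for erythroid cells, promyelocytic granules and myeloid surface proteins and regulators were written from general knowledge after globin transcripts had been seen among the most abundant ones and before the other markers were read. MPO, ELANE, CTSG and RNASE2 belong to the granule list and were not analysed here.

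Alternatives were a pseudocount of 0.1, no filter on low values, the replicate number as a block, transcripts in place of genes, and each library left out in turn. Chosen after seeing the data were median-ratio scaling, columns scaled to one sum, a mean of at least 5 FPKM, moderation without a trend, removal of each library's trend on GC content and transcript length (loess, span 0.5), transcripts with no filter and a pseudocount of 1 or 0.1, and treat against an absolute log2 fold change of 1. GC content and length came from GENCODE canonical transcripts and were matched by symbol for 10639 of the 10968 tested genes (97.0%).

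The procedure was tested on simulated data drawn for 10968 genes with 200 changed genes. Noise was drawn for each gene independently. It called 94% of the changed genes, 4.57% of its calls were false, and estimated changes had a slope of 0.999 on true changes for genes over 10 FPKM. The camera p was 2.5e-31 for a simulated shifted list and 0.394 for an unshifted one. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.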

Results

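To address which genes depend on CEBPG, a leucine-zipper transcription factor of the CCAAT enhancer binding protein family, RNA-seq was performed on 2 control libraries and 2 CEBPG knockdown libraries labelled NB4, an acute promyelocytic leukemia cell line. FPKM values summed to 366785 and 346170 in the control libraries and to 367105 and 356783 in the knockdown libraries. Read depth was unknown. At least 1 FPKM was reached by 10928 and 10875 genes in the control libraries and by 10956 and 10964 genes in the knockdown libraries. The 20 most abundant genes held 10.7% and 10.4% of FPKM in the control libraries and 11.9% and 11.6% in the knockdown libraries. On the log2(FPKM + 1) scale, Pearson's r across tested genes, which are not independent replicates, was 0.994 between the control libraries and 0.993 between the knockdown libraries. Between groups it ranged from 0.983 to 0.985. The median absolute log2 difference was 0.090 and 0.076 within the control and knockdown groups and 0.16 to 0.17 between groups.

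CEBPG lies on chromosome 19 at positions 33373685 to 33382686 on the plus strand (GRCh38, GENCODE 44). The target sequence of shRNA 3, GCAACGCCGAGAGAGGAACAA, had 1 perfect match in the genome, at positions 33379437 to 33379457 of chromosome 19, within the coding sequence in exon 2 of CEBPG. CEBPG was at 17.1 and 18.1 FPKM in the control libraries and at 6.91 and 7.96 FPKM in the knockdown libraries. The means were 17.6 ± 0.706 FPKM (SD, n = 2) and 7.43 ± 0.744 FPKM (SD, n = 2), so that 42.2% of the control level remained. The log2 fold change was -1.14 with a standard error of 0.082 (limma, adjusted p = 0.000836), and both knockdown libraries lay below both control libraries. Among the alternatives run for CEBPG, the test of transcripts in place of genes moved this call most. There the transcript NM_001806, with 99.5% of the CEBPG signal, changed by -1.15 with an adjusted p of 0.0587 (limma). The adjusted p ranged from 4.19e-06 to 0.0587 over these alternatives (limma). Transcripts with no filter, where CEBPG was also not called, were not among them.

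EIF4EBP1, the gene followed by the study, encodes a repressor of translation and lies on chromosome 8 at positions 38030534 to 38060365 on the plus strand (GRCh38, GENCODE 44). It was listed as a single transcript, NM_004095. Its values were 138.9 and 123.4 FPKM in the control libraries and 33.6 and 33.3 FPKM in the knockdown libraries. The mean fell from 131 ± 10.95 FPKM (SD, n = 2) to 33.5 ± 0.184 FPKM (SD, n = 2), which is 25.5% of the control level. The log2 fold change was -1.94 with a standard error of 0.071 (limma, adjusted p = 0.000164). In the fit of all 4 libraries it was the lowest log2 fold change among genes named by the rule for the lowest 5. Across the 4 fits that each left out 1 library it ranged from -2.02 to -1.85. GAGE12D, also named by that rule, was lower than EIF4EBP1 without control 2 (-2.24 against -2.02) and without knockdown 2 (-2.60 against -1.93).

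**Figure D1:**
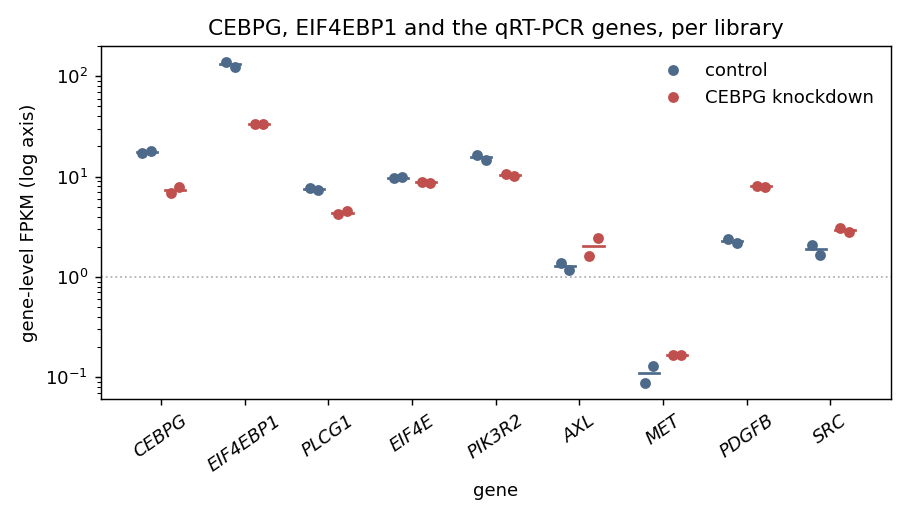
Gene-level FPKM on a log axis for CEBPG, EIF4EBP1 and the other genes the study measured by qRT-PCR. Points are single libraries, bars are group means, and the dotted line marks 1 FPKM, below which all 4 MET values lie. CEBPG falls from 17.6 to 7.43 FPKM and EIF4EBP1 from 131 to 33.5 FPKM.

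A total of 10968 genes were tested. Of these, 2288 had an adjusted p under 0.05 (limma), 1192 higher and 1096 lower in the knockdown. The threshold of the study was passed by 66 genes, 29 higher and 37 lower. An unadjusted p under 0.05 was found for 4057 genes. Most calls were small: the median absolute log2 fold change of the 2288 genes was 0.39, and 1667 of them (72.9%) changed by less than 0.5, while 63 changed by more than 1 (28 higher and 35 lower). The median replicate SD on the log2(FPKM + 1) scale was 0.071. The 2 groups did not overlap in 7105 genes (64.8%), where chance gives 33.3%. Testing transcripts in place of genes moved both counts most among the alternatives that kept the filter, the pseudocount and a test against no change, to 25 transcripts with an adjusted p under 0.05 (3213 at an unadjusted p under 0.05) and 317 transcripts past the threshold of the study, out of 15795.

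**Figure D2:**
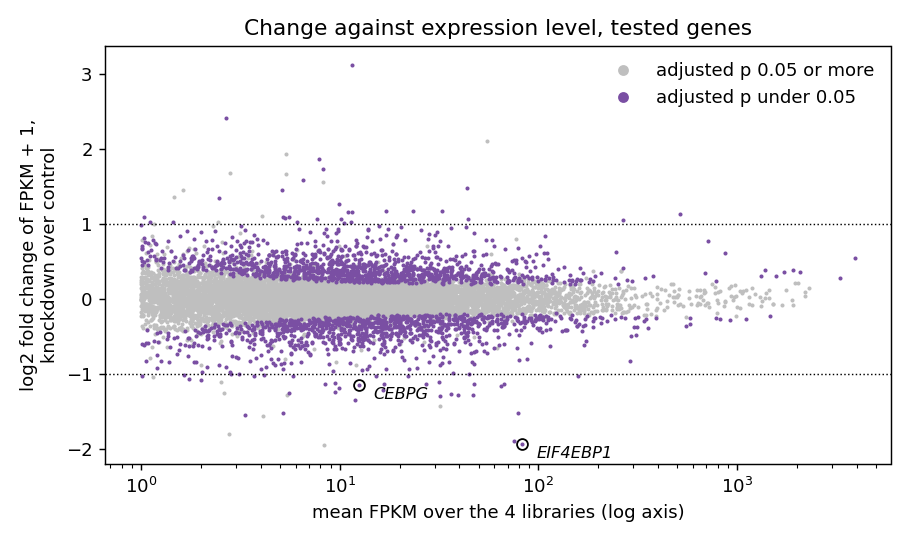
Log2 fold change of FPKM + 1 (knockdown over control) against mean FPKM (log axis) for the 10968 tested genes, each point a gene. Purple points are the 2288 genes with an adjusted p under 0.05, dotted lines mark a log2 fold change of 1 in either direction, and most purple points lie between them.

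Among called genes with a mean of at least 10 FPKM and groups that do not overlap, the lowest fold changes apart from EIF4EBP1 belonged to GAGE12D (-1.90, adjusted p = 0.0236), NDUFAB1 (-1.52, 0.000164), CHCHD4 (-1.35, 0.00146) and PPIL1 (-1.30, 0.000998) in limma. The highest among these genes belonged to GAGE7 (3.13, adjusted p = 0.00397), TMEM158 (1.49, 0.00035), CD68 (1.18, 0.000638), MT2A (1.18, 0.000998) and INAFM1 (1.17, 0.000638). For each of them both knockdown libraries lay on the same side of both control libraries. NDUFAB1 fell from 116 and 118 FPKM to 40.6 and 40.1 FPKM, and TMEM158 rose from 24.2 and 21.1 FPKM to 64.9 and 65.7 FPKM. GAGE12D and GAGE7 belong to a family of near-identical copies, so their values are uncertain, and their replicates spread widely. GAGE12D was at 145 and 90.04 FPKM in the control libraries and at 18.02 and 49.1 FPKM in the knockdown libraries. Its log2 fold change ranged from -2.60 without knockdown 2 to -1.20 without knockdown 1.

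To address the genes of the EGFR TKI resistance pathway chosen for qRT-PCR, all 8 were read at gene level. In the direction of the study, 6 of the 8 changed. EIF4EBP1, PLCG1 (-0.66, limma adjusted p = 0.00322) and PIK3R2 (-0.53, 0.00683) were lower, and PDGFB (1.46, 0.000481) and SRC (0.46, 0.0323) were higher. EIF4E changed by -0.14 (limma, adjusted p = 0.186) and was not distinguished from no change. AXL, given as lower, changed by 0.40 on the log2 scale (limma, adjusted p = 0.106), which was not distinguished from no change. Without knockdown 2 the AXL value was 0.20, and without knockdown 1 it was 0.60. MET, also given as lower, was below the filter, at 0.088 and 0.131 FPKM in the control libraries and 0.166 FPKM in both knockdown libraries. At this level no difference in MET could be established. Over all genes tested, 5 of the 8 had an adjusted p under 0.05, and adjusted over the list alone the same 5 did, from 4.81e-05 for EIF4EBP1 to 0.0244 for SRC, against 0.076 for EIF4E and AXL and 0.125 for MET. The study chose these genes on the same samples, so the count over the list is not independent evidence.

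For several of these genes the transcripts moved apart. The SRC transcript NM_005417 was at 2.10 and 1.66 FPKM in the control libraries and listed at 0 in both knockdown libraries, while NM_198291 was listed at 0 in both control libraries and at 3.099 and 2.81 FPKM in the knockdown libraries. Of EIF4E, NM_001968 changed by -1.12 and NM_001130678 by 1.03. The AXL transcript NM_001278599 was at 0.474 and 0.819 FPKM in the control libraries and listed at 0 in both knockdown libraries, whereas the gene total was higher in the knockdown. When each gene was represented by its transcript with the lowest p, 7 of the 8 genes changed in the direction of the study. That choice was made on the outcome, so the count is not evidence. The gene gained was AXL, through NM_001278599, which held 19.5% of its signal. The AXL transcripts NM_021913 and NM_001699 rose by 0.52 and 0.73.

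Of the other CEBP family members, 3 were tested and none of the 3 was called. CEBPB changed by 0.14 (limma, adjusted p = 0.197), CEBPD by -0.15 (0.302) and CEBPZ by -0.044 (0.623). Single libraries decided these small values: CEBPB was at 0.080 without control 2, CEBPD at -0.051 without control 1 and -0.26 without control 2, and CEBPZ at -0.010 without knockdown 1 and -0.079 without knockdown 2. CEBPA and CEBPE were below the filter and were not tested, with CEBPA between 0.175 and 0.382 FPKM and CEBPE between 0.818 and 1.31 FPKM.

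The 10 genes the study placed lowest in NB4 had a median log2 fold change of -1.14 (camera, adjusted p = 8.1e-12), and all 10 were lower. Of these, 9 had an adjusted p under 0.05 over all genes and 10 adjusted over the list alone. The 10 genes it placed highest had a median of 1.01 (camera, adjusted p = 2.2e-06), with 9 higher, and 7 called in both ways of adjusting. Both lists were chosen on these samples and are not independent evidence. At gene level LDHA, placed among the lowest, changed by -0.17 (limma, adjusted p = 0.0792), and CEP170, MDH1 and WDR74, placed among the highest, changed by -0.0048, 0.068 and 0.015 (0.97, 0.425 and 0.889). Single transcripts of these 4 genes, examined after their values were seen, changed far more: LDHA NR_028500 by -1.70, CEP170 NM_001042405 by 1.38, MDH1 NM_001316374 by 2.03 and WDR74 NM_001307977 by 2.08, each offset by another transcript of the gene.

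**Figure D3:**
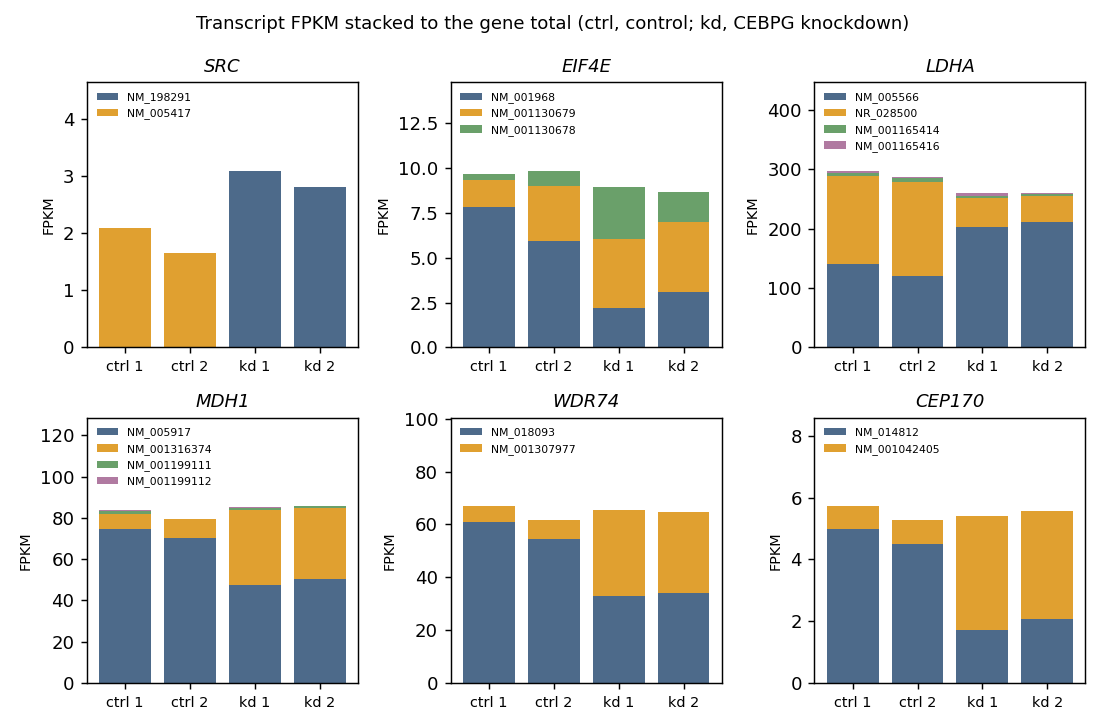
FPKM of each transcript, stacked to the gene total, for 6 genes in the 2 control (ctrl) and 2 knockdown (kd) libraries. In SRC the transcript present in the control libraries is listed at 0 in the knockdown libraries, and in LDHA, MDH1, WDR74 and CEP170 the totals move by at most 0.17 on the log2 scale while NR_028500, NM_001316374, NM_001307977 and NM_001042405 move by over 1.

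The lists chosen in MV4-11 come from other libraries. The 10 genes placed lowest there had a median log2 fold change of -0.56 (camera, adjusted p = 2.2e-06), with 9 lower and 7 called, also 7 adjusted over the list alone. The list shares 4 genes with the lowest genes in NB4. Without them the median of the other 6 was -0.26, with 5 lower, 3 of them called (camera, unadjusted p = 0.0097). Of the 10 genes placed highest in MV4-11, 7 were tested, with a median of 0.53 (camera, adjusted p = 0.00328). Of these, 6 were called higher and LYZ lower, the same 7 adjusted over the list alone. The calls on both NB4 lists and on the lowest genes in MV4-11 held under fry (adjusted p = 0.00834, 0.0101 and 0.0101), while that on the highest genes in MV4-11 did not (0.0794). None of the 10 lists held with an estimated correlation, where the lowest adjusted p was 0.402, but with 4 libraries that correlation rests on 2 residual degrees of freedom.

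The study reported slower growth and more apoptosis on knockdown, and lists for such processes were tested. Proliferation genes had a median log2 fold change of -0.099 (camera, adjusted p = 0.00649), with 27 of 38 lower. Of the 38, 2 were called higher and 12 lower, and 15 were called adjusted over the list alone. This did not hold under fry (adjusted p = 0.149). The median was -0.058 without control 1, -0.136 without control 2 and -0.121 with columns scaled to one sum. Medians of the other lists were 0.035 for the ATF4 response, in which CEBPG acts as a partner of ATF4 (44 genes, camera adjusted p = 0.781), -0.013 for apoptosis (28 genes, 0.945), 0.032 for myeloid differentiation (7 genes, 0.722) and 0.086 for glycolysis (21 genes, 0.722). None of these was distinguished from other genes. The myeloid differentiation list had 32 genes, of which 22 had values and 7 passed the filter, so its test says little about the rest. Called genes went both ways, with 3 higher and 8 lower for the ATF4 response, 6 and 4 for apoptosis, 1 and 1 for myeloid differentiation and 6 and 3 for glycolysis. The numbers adjusted over the list alone were 11, 10, 3 and 11. Leaving out control 2 gave medians of -0.010 for the ATF4 response, -0.035 for myeloid differentiation, -0.049 for apoptosis and 0.017 for glycolysis. Leaving out control 1 gave 0.080, 0.099, 0.023 and 0.155. All of these medians were higher without control 1 than without control 2. Control 2 had the lower FPKM sum and these fits were not rescaled. A difference of scale between the control libraries was therefore not separated from changes of the lists.

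Genes of EGFR TKI resistance, the pathway that led the study to EIF4EBP1, had a median log2 fold change of 0.060 over 57 tested genes (camera, adjusted p = 0.781), with 11 called higher and 7 lower, and 19 called adjusted over the list alone. Without control 2 the median was -0.00083, and without control 1 it was 0.119. Past the threshold of the study were 2 of the 57 genes, EIF4EBP1 and PDGFB, against 66 of all 10968 tested genes (odds ratio 6.16, 95% confidence interval 0.713 to 24.3, Fisher's exact test, p = 0.0461). The study chose the pathway on these samples, and both genes are on its NB4 lists, so this test is not independent evidence. With a pseudocount of 0.1, 4 of the 57 genes passed (odds ratio 5.72, 95% confidence interval 1.48 to 15.8, Fisher's exact test, p = 0.00689). Over the alternatives at gene level the Fisher's exact p ranged from 0.00689 to 0.0634, so the call did not hold in all of them. With transcripts in place of genes, 6 of 54 genes had a transcript past the threshold (odds ratio 4.75, Fisher's exact test, p = 0.00268). With no filter, 6 of 68 genes did (odds ratio 4.81, Fisher's exact test, p = 0.00236). With no filter and a pseudocount of 0.1, 14 of 68 genes did (odds ratio 3.09, Fisher's exact test, p = 0.000656). The list had 2.61 transcripts per gene on average, against 2.04 for other tested genes. With the filter, the transcripts that passed were those of EIF4EBP1 and PDGFB and further ones of VEGFA, SRC, EIF4E and BCL2L1. The gene totals of the last 4 changed by -0.098, 0.46, -0.14 and 0.30.

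The 317 transcripts past the threshold of the study belonged to 280 genes, and 281 of them came from genes with more than 1 transcript. For 227 (71.6%) the gene total changed by less than 0.5 on the log2 scale, for 69 the gene total moved the other way, and 19 of the 227 had both libraries of one group listed at 0. The other 2 splits of the 4 libraries into pairs, each pairing a control with a knockdown library, gave 144 and 152 transcripts past the same threshold.

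Markers of blood lineages were read in each library. HBG2, HBG1, HBE1, HBA1 and HBA2 had means of 3308, 1730, 1072, 961 and 862 FPKM over the 4 libraries, and HBG2 ranked second of all genes. HBG1 and HBG2, and HBA1 and HBA2, are near-identical pairs, so the division within each pair is uncertain. The 6 globin genes held 2.18% of FPKM in each control library and 2.45% and 2.36% in the knockdown libraries. Of 20 erythroid genes, 17 were over 10 FPKM in every library, with list medians of 66.96, 65.2, 65.0 and 64.8 FPKM in the order control 1, control 2, knockdown 1 and knockdown 2. Medians in the same order were 1.62, 1.43, 2.15 and 2.28 FPKM for the 8 promyelocytic granule genes that were analysed and 0.648, 0.687, 0.769 and 0.824 FPKM for 12 myeloid surface and regulator genes.

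**Figure D4:**
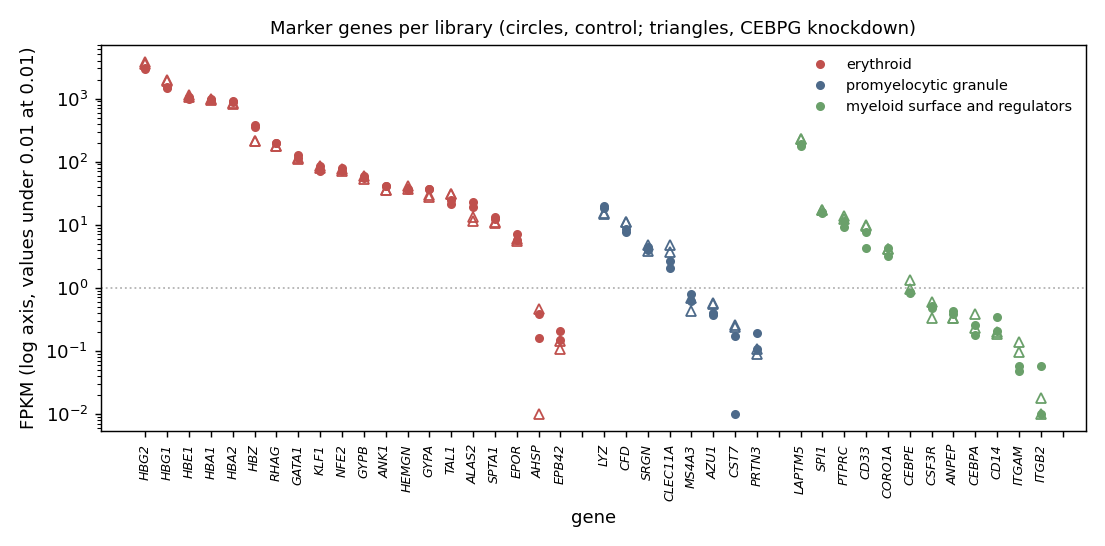
FPKM on a log axis of marker genes of 3 lists in each library, with circles for control and triangles for knockdown libraries and values under 0.01 drawn at 0.01. The dotted line marks 1 FPKM, and 17 of the 20 erythroid genes lie over 10 FPKM in every library while AZU1 and PRTN3 stay under 1 FPKM.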

Values the study reported

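The study reported 1196 differentially expressed genes on CEBPG knockdown in NB4 and 2207 in MV4-11, at an absolute log2 fold change over 1 and P under 0.05. It placed EIF4EBP1 among the 10 most downregulated genes in both lines and ranked resistance to EGFR tyrosine kinase inhibitors 4th among the enriched pathways. By qRT-PCR in NB4, 6 of 8 genes of that pathway were lower and 2 were higher after silencing.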

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

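The number of genes with an adjusted p under 0.05 (2288) ranged from 1889 to 3341 with a pseudocount of 0.1, a mean of at least 5 FPKM, median-ratio scaling, columns scaled to one sum, moderation without a trend, and removal of the GC and length trend. The share of higher genes, 52.1%, was 48.4% after median-ratio scaling and 46.7% after scaling to one sum. With no filter on low values 16504 genes were tested and 882 were called, 804 of them the same genes. Transcripts in place of genes gave 25, and transcripts with no filter and a pseudocount of 0.1 gave 0, with 4414 at an unadjusted p under 0.05. The number past the threshold of the study (66) was 53 to 79 in 7 alternatives. It was 146 with a pseudocount of 0.1, which shrinks low genes less. It was 317 for transcripts, 375 for transcripts with no filter, and 1493 for transcripts with no filter and a pseudocount of 0.1. A test against a log2 fold change of 1 (treat) gave 4 genes: EIF4EBP1 (-1.94), NDUFAB1 (-1.52), PHLDA1 (1.74) and BCYRN1 (2.42), the last a gene with near-identical copies.

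The replicate numbers pair nothing that the labels name, and deviations of same-numbered libraries correlated at 0.101. The fit with a replicate block, which leaves fewer residual degrees of freedom, gave 3440 genes with an adjusted p under 0.05, the 2288 among them, and an EGFR TKI resistance odds ratio of 5.11 (Fisher's exact test, p = 0.0634). It changed no other call among the comparisons. With a pseudocount of 0.1 the odds ratio was 5.72 (95% confidence interval 1.48 to 15.8, Fisher's exact test, p = 0.00689), with 4 in place of 2 genes past the threshold.

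CEBPG kept its direction and its call under the gene-level alternatives that were run for it, and its direction for transcripts (-1.15, limma adjusted p = 0.0587). EIF4EBP1 kept both under the same alternatives and for transcripts with the filter, from -2.02 to -1.94, with adjusted p values up to 0.0405. For transcripts with no filter, 0 lower transcripts had an adjusted p under 0.05 with either pseudocount, so neither gene was called there, while 4384 and 4414 transcripts had an unadjusted p under 0.05. For transcripts with no filter the unadjusted p of EIF4EBP1, which has a single transcript, rose from 2.996e-08 at gene level to 2.77e-05. The number of entries tested was therefore not the whole reason for lost calls. Its values and fold change were the same in both fits, so this rise came from the moderation of variances, which draws on all entries. With the filter, transcripts of genes with more than 1 had a median replicate SD of 0.177, against 0.0745 for single ones. The share due to the missing filter was not tested. Leaving out each library in turn gave -1.23 to -1.05 for CEBPG.

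List medians do not depend on the gene set test. With an estimated correlation, the lowest and highest genes in NB4 (-1.14 and 1.01), those in MV4-11 (-0.56 and 0.53) and proliferation (-0.10) lost their calls. That correlation rests on 2 residual degrees of freedom, so the loss says little about these lists. Under fry the highest genes in MV4-11 (0.53) and proliferation (-0.10) lost theirs. For transcripts the proliferation median was -0.083 (camera, adjusted p = 0.0824). The apoptosis median changed sign to 0.095 for transcripts and to 0.057 with a mean of at least 5 FPKM, without a call in any alternative. The cause was not tested. Across the 4 fits that each left out 1 library, medians ranged from -1.17 to -1.10 for the lowest and 0.94 to 1.08 for the highest genes in NB4, -0.010 to 0.080 for the ATF4 response, -0.136 to -0.058 for proliferation, -0.049 to 0.023 for apoptosis, -0.035 to 0.099 for myeloid differentiation, 0.017 to 0.155 for glycolysis and -0.00083 to 0.119 for EGFR TKI resistance. The extremes came from leaving out control 1 or control 2. For each of these lists the median was higher without control 1 than without control 2. These fits were not rescaled and control 2 had the lower FPKM sum, so a difference of scale between the control libraries was not separated.

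For 21 single genes, 143 values under alternatives with a test gave 130 with the same call and 13 that lost it, all for transcripts or without a filter, and 0 that changed direction. Without a filter these were SRC, GAGE12D and GAGE7. MET, CEBPA and CEBPE were below the filter, so the fit without a filter was both their reference and their only tested alternative. Their values among the 130 therefore had the same call by construction. All 84 values with 1 library left out kept their direction. Alternatives planned for read counts (other count tests, scalings of counts and count filters) were not run, because the table holds FPKM. Unknown depth limits what can be said of genes near 0, such as MET.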

Other observations

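Chosen only after the result was seen were the tests of the globin share by group, of unstable transcript values, of shared transcript changes and of other splits of the libraries.

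The number of genes past the threshold of the study was 66 here. That is lower than the value quoted from the study above, but the counts come from different methods. The study identified its genes with DESeq2. Here limma was run on filtered FPKM values with a pseudocount, which shrinks the changes of low genes. Transcripts without a filter and with a pseudocount of 0.1 gave 1493 entries past the same threshold. That setting differs from the main fit in its unit, its filter and its pseudocount. A fit of genes without a filter and with a pseudocount of 0.1 was not run. The cause of the lower count therefore stays open.

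Transcripts changed more than their genes: 227 of the 317 transcripts past the threshold of the study belonged to genes whose total changed by less than 0.5 on the log2 scale. A candidate explanation is that the division of reads between transcripts of one gene is unstable. Among 10383 transcripts of genes with more than 1 transcript, 7.30% lay over 2-fold apart between the 2 control libraries and 6.98% between the 2 knockdown libraries. Transcripts of genes with a single one, at matched levels, did so in 0.887% and 0.656%. A change of isoform use, which both replicates of a group would share, stays open beside it. Of 9870 transcripts with a stable gene total, 98 differed over 2-fold between groups with replicates under 0.5 apart on the log2 scale, against 51 and 40 in the other 2 splits of the 4 libraries. Without the limit on replicates and gene totals, the other splits gave 144 and 152 transcripts past the threshold of the study, against 317 in the real one. With 3 splits no share under 33.3% can be reached, so the splits cannot tell the 2 explanations apart. The limma test of each transcript called LDHA NR_028500 (-1.70, adjusted p = 0.0405), WDR74 NM_001307977 (2.08, 0.0405) and MDH1 NM_001316374 (2.03, 0.0484). It also called opposed transcripts of PUF60 (-4.02, 0.0405, and 5.63, 0.00765) and SLC20A2 (2.79, 0.0432, and -3.09, 0.0405). For these called transcripts the values argue against a division that varies from library to library as the whole cause. For those not called, SRC and CEP170 among them, both explanations stay open. SRC, where each transcript was listed at 0 in one group, and LDHA, MDH1, WDR74 and CEP170 are cases where reads over exon junctions would be needed.

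The chance that a gene had a transcript past the threshold rose with its number of transcripts, from 0.665% for 1 transcript to 3.15% for 2, 5.04% for 3 or 4 and 8.39% for 5 or more. At gene level the shares were 0.702%, 0.583%, 0.582% and 0%. This is consistent with more transcripts giving more chances to pass, and bears on any pathway test of such calls, since the EGFR TKI resistance list had 2.61 transcripts per gene against 2.04. No biological explanation was tested.

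The libraries labelled NB4 had erythroid genes among the most abundant. The tables argue against a small share of erythroid cells among promyelocytic cells: of the core granule genes, AZU1 reached at most 0.570 FPKM and PRTN3 0.188 FPKM in any library, and MPO, ELANE and CTSG were not analysed here. They also argue against the knockdown as the source, since globins held 2.18% of FPKM in the control libraries. The values needed by a mislabelled sample, from an erythroid-like line in place of a promyelocytic one, were present: the 14 erythroid genes other than globins had a median of 35.2 FPKM (the 88.3rd percentile of all genes), 11 of them were over 10 FPKM in every library, and GATA1, RHAG and KLF1 had means of 116, 188 and 80.7 FPKM. Against a purely erythroid reading, AHSP and EPB42 were under 1 FPKM, and LAPTM5, LYZ, SPI1, CFD and CD33 had means of 207, 17.2, 16.3, 9.53 and 7.76 FPKM. The study also grew K562, an erythroleukemic line, which makes that line a candidate source, as a hypothesis only. K562 lacks the 9p21 genes CDKN2A, CDKN2B and MTAP, but 0 of these were analysed here, so nothing could be decided from them. No erythroid gene was on a list the study chose. Of the granule list 2 genes were on such a list and 1 on the myeloid differentiation list, which also held 7 of the myeloid surface and regulator genes. How many erythroid genes NB4 itself expresses was not tested. Reads over fusion junctions, not used here, would bear on the identity. HBZ, singled out after its values were seen, fell from 385 and 358 FPKM to 209 FPKM in both knockdown libraries (-0.83, limma adjusted p = 0.000959). Other globins went the other way, with HBG1 (0.36, limma adjusted p = 0.0132) and HBG2 (0.28, 0.0487) called higher. HBE1, HBA1 and HBA2 were not called.

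Whether the shRNA seed lowers genes with a matching 3' UTR site was tested on 9765 genes with a 3' UTR. The 1372 genes with the 7-base seed site AGGAACA differed from the others by -0.017 in mean log2 fold change, which ranked 30 from the lowest among 105 sequences of the same bases, where the range was -0.050 to 0.029. The 428 genes with the 8-base site differed by -0.020. A broad seed effect was therefore not seen, while effects on single genes were not tested. The knockdown rests on 1 shRNA as labelled, so an effect of that hairpin on single genes stays open.

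GC content and transcript length bias were weighed for the 2288 genes with an adjusted p under 0.05. The log2 fold change correlated across genes, which are not independent replicates, with GC content (Spearman's rho 0.123) and with length (-0.063). After each library's trend was removed, 2242 of the genes (97.99%) kept threshold and direction, so the trend was not the whole cause. The corrected fit held all 10968 tested genes, of which 10639 had GC content and length. Genes without a match entered uncorrected, and GAGE7, for example, stayed at 3.13. Part of the kept share was therefore not put to this test. Of the 3 splits of the 4 libraries into pairs, 1 gave as many genes, the real one. The others gave 2 and 0 genes with an adjusted p under 0.05, and 7 and 7 past the threshold of the study. Those splits place a control and a knockdown library in each group. Any difference between the real groups, whatever its source, then widens the spread within groups and lowers the number of calls. Their counts are therefore not a reference for what no difference would give. With 3 splits the smallest share is 33.3%, so the number of splits decides nothing by itself. In the simulated data 0.0836% of unchanged genes were called. Their noise was drawn for each gene independently, without shifts shared by many genes of a library. That rate therefore does not bear on whether such shifts gave part of the 2288 calls among 10968 genes. A handling difference between the groups, which the labels do not give, was not tested.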
